# Evidence that conserved essential genes are enriched for pro-longevity factors

**DOI:** 10.1007/s11357-022-00604-5

**Published:** 2022-06-13

**Authors:** Naci Oz, Elena M. Vayndorf, Mitsuhiro Tsuchiya, Samantha McLean, Lesly Turcios-Hernandez, Jason N. Pitt, Benjamin W. Blue, Michael Muir, Michael G. Kiflezghi, Alexander Tyshkovskiy, Alexander Mendenhall, Matt Kaeberlein, Alaattin Kaya

**Keywords:** Aging, Essential gene, Orthologs, *S. cerevisiae*, *C. elegans*

## Abstract

At the cellular level, many aspects of aging are conserved across species. This has been demonstrated by numerous studies in simple model organisms like *Saccharomyces cerevisiae*, *Caenorhabdits elegans*, and *Drosophila melanogaster*. Because most genetic screens examine loss of function mutations or decreased expression of genes through reverse genetics, essential genes have often been overlooked as potential modulators of the aging process. By taking the approach of increasing the expression level of a subset of conserved essential genes, we found that 21% of these genes resulted in increased replicative lifespan in *S. cerevisiae*. This is greater than the ~ 3.5% of genes found to affect lifespan upon deletion, suggesting that activation of essential genes may have a relatively disproportionate effect on increasing lifespan. The results of our experiments demonstrate that essential gene overexpression is a rich, relatively unexplored means of increasing eukaryotic lifespan.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11357-022-00604-5.

## Introduction

Numerous studies have demonstrated that the genetic modifiers and molecular pathways altering aging are highly conserved across different phylogenies [1]. This suggests a hypothesis that genes that are evolutionarily constrained and functionally conserved may be more likely to alter the trajectory of the aging process. Specifically, we hypothesize that essential genes have high potential to alter the rate of aging. We use the term essential genes to refer to genes required for organismal survival. Essential genes tend to be conserved across species, and have fewer deleterious single-nucleotide polymorphisms [2]. Essential genes also tend to be highly expressed, often form stable complexes, and are relatively enriched for protein–protein interactions [2–4].

Conserved essential genes are relatively understudied in experimental aging research. By definition, null function for any essential gene results in inviability and, experimentally, reduced function is often associated with severe developmental deficits. Since most large-scale genetic studies of aging tend to utilize gene deletion or knock-down libraries (e.g., RNAi), essential genes have often been neglected. The effect of decreasing essential gene function on lifespan has been studied in *C. elegans* via partial knockdown by RNAi beginning in adulthood [5–7]. These studies found that out of ~ 2700 essential genes screened, reduced adult expression of only 2% extended lifespan [7, 8].

*Saccharomyces cerevisiae* has served as an important experimental organism for revealing essential gene functions, laying the foundation for understanding their functions in metazoans [9]. Perhaps due to their relatively compact genome, one in every six genes is reported to be essential for viability in *S. cerevisiae* (total 1,144 essential genes) [10, 11]. These conserved genes are so conserved they can often be swapped with orthologs from humans. Recent studies showed that 621 of the human homologs of yeast essential genes with diverse molecular functions can be functionally replaced by their human counterparts [12–15]. This finding indicates that the roles of conserved essential genes in the aging process may also be conserved across species.

To date, only a few essential genes have been reported to modulate replicative lifespan (RLS) in yeast. For example, the essential gene *LAG1* was found to increase RLS when overexpressed, and increased expression of its human homolog also increased RLS, despite low sequence similarity to the yeast protein [16]. Decreased activity of the guanine nucleotide exchange factor *CDC25* enhances lifespan in both yeast [17] and mice [18]. In addition, modulation of a conserved N-myristoyl transferase *NMT1* was shown to increase lifespan in yeast [19]. No large-scale analyses of essential gene effects on lifespan have been carried out in yeast due to the almost exclusive use of haploid gene deletion libraries, which do not include essential gene deletions (due to inviability).

A previous comparative analysis of the 1805 known longevity-associated genes across 205 species revealed that longevity gene orthologs are substantially overrepresented, for the genes known to be essential [20]. Based on these observations, we hypothesized that conserved essential genes may represent a largely untapped source of prolongevity genes. Specifically, given that reduced expression of only 2% of essential genes in *C. elegans* increased lifespan [7], we hypothesized that increased expression of essential genes may be more likely to increase lifespan. To test this idea, we initiated a systematic determination of the effect of increased essential gene dosage on RLS. Here, we report the RLS results for 92 unique yeast strains each overexpressing a single conserved essential gene from a low copy plasmids. Our results suggest our hypothesis is correct; 19 (21%) of these strains showed significantly increased RLS. This frequency of RLS-extension appears to be much greater than the ~ 3.5% of long-lived non-essential single-gene deletions. These essential prolongevity genes function in a variety of pathways and complexes. Our results demonstrate that increased expression of conserved essential genes is a relatively fruitful, and relatively unexplored, approach for extending lifespan.

## Materials and methods

### Yeast strains and culture conditions

We utilized the MoBY-ORF1 expression library [21, 22] to express our essential gene of interest in laboratory BY4741 WT cells. This library is provided in bacterial stock; therefore, we first prepared plasmids from these bacterial strains and transformed them into BY4741 WT cells. The MoBY-ORF1 library already provides us individual constructs, each harboring one of the essential genes of interest controlled by its native promoter and terminator, into a low copy centromeric (*CEN*) vector. We sequenced all MoBY-ORF1 constructs, tested in RLS analysis, to verify insertion of correct clones and six of the incorrect gene constructs re-cloned from the BY4741 genome into the same vector backbone using the Gibson assembly (NEB E5510S), a similar method by which the MoBY-ORF1 library was created [23]. Individual colonies from each yeast transformation were selected and kept as a frozen glycerol stock that all the RLS experiments and the molecular phenotyping of long living strains were performed from. WT cells, harboring an empty vector backbone (p5472CEN) of MOBY1-ORF1 library, were used as a control for RLS analysis. For testing the growth effect of increased dosage of each essential gene, strains were cultured overnight in a 96-well plate incubator at 30 °C in-URA medium. Next day, 1 µl from overnight culture was transferred to the YPD and growth was monitored in 96-well plate using Epoch2 (BioTek, Winooski, VT, USA) kinetic growth analyzer by analyzing optical density of OD_600_.

### Yeast lifespan analysis

RLS was determined using a modification of our previously published protocol [24]. Yeast cell cultures for each strain were freshly started from frozen stocks on -URA plates and grown for 2 days at 30 °C prior to dissections. Several colonies were streaked onto new YPD with 2% glucose. For each strain, 20 to 80 individual mother cells were analyzed in RLS analysis. In each experimental group of RLS analysis, the same number of mother cells from WT control (BY4741-p5472CEN) was also analyzed. RLS of each strain was determined by comparing the result to their corresponding WT control from the same experimental group. All the RLS experiments were performed in a blind fashion, with strains assigned with random numbers to eliminate any potential bias during the RLS assay. To test the plasmid dependence of an observed lifespan phenotype, the URA3 marker was used for quick elimination of the plasmid from the host cell by treating them with 5-FOA [25]. Statistical analysis of the lifespan differences (in comparison to the control cells) was calculated using R package “survival” (https://CRAN.R-project.org/package=survival). The Benjamini–Hochberg adjustment was performed to account for multiple testing correction [26].

### RNA-seq analysis

Two independent cultures for each yeast strain harboring overexpression cassette of *LSM5, TIF35*, *UTP6*, or *PRP22* along with WT control were collected at the OD_600_ = 0.4 on -URA medium to isolate RNA from each culture using Quick-RNA 96 Kit from Zymo Research (Cat. number: R1053). To prepare RNA-seq libraries, Illumina TruSeq RNA library preparation kits were used according to the user manual, and RNA-seq libraries were loaded on Illumina HiSeq 4000 platform to produce 150 bp paired-end sequences. After quality control and adapter removal, the HISAT2 software package [27] was used to map the reads against the S288c reference genome. Read counts per gene were calculated using featureCounts [28]. To filter out genes with low numbers of reads, we used filterByExpr function from the edgeR package. Differential expression analysis was performed using the DESeq2 R package [29]. The resulting *p* values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate [26].

## Results

### mRNA and protein levels of conserved essential genes are uncoupled during aging in S. cerevisiae

We used the PANTHER ortholog prediction tool [30] to identify *S. cerevisiae* orthologs for each of 1122 annotated yeast essential genes. Of these, 856 have orthologs in both nematode worms and humans (Fig. 1; Table S1).

**Fig. 1:**
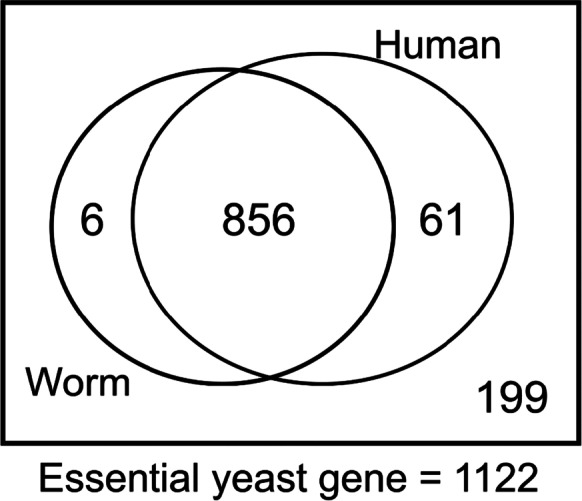
Number of yeast essential gene orthologs in both human and worm. Out of the 1122 essential genes analyzed, 856 of them have been found to have orthologs in both human and worm. It includes yeast essential genes with 1 to 1, 1 to many, and many to many orthologs and homologs. Remaining 199 yeast essential genes have no homology in either of the species

Next, to understand how essential genes are affected by aging at both transcript and protein levels, we analyzed age-dependent changes of their abundances. We obtained published data, in which age-dependent changes of 980 essential gene transcripts and 480 essential proteins were analyzed in purified replicatively young and old cells [31]. Our analysis revealed two main age-dependent clusters for both mRNA and protein abundances (Fig. 2A). Overall, we identified 510 essential gene transcripts and 145 essential proteins with significant (adj. *p*-value ≤ 0.05) age-related changes (increased and decreased). Furthermore, we found no significant overlap between the expression patterns of proteins and their corresponding mRNAs (Fisher exact test, *p* > 0.05) (Fig. 2B). These data indicate an uncoupling between the mRNA and protein abundances of essential genes during aging and are consistent with a recent report suggesting that essential hub proteins likely play an important role in uncoupling of mRNA and protein abundances during replicative aging in yeast [32].

**Fig. 2:**
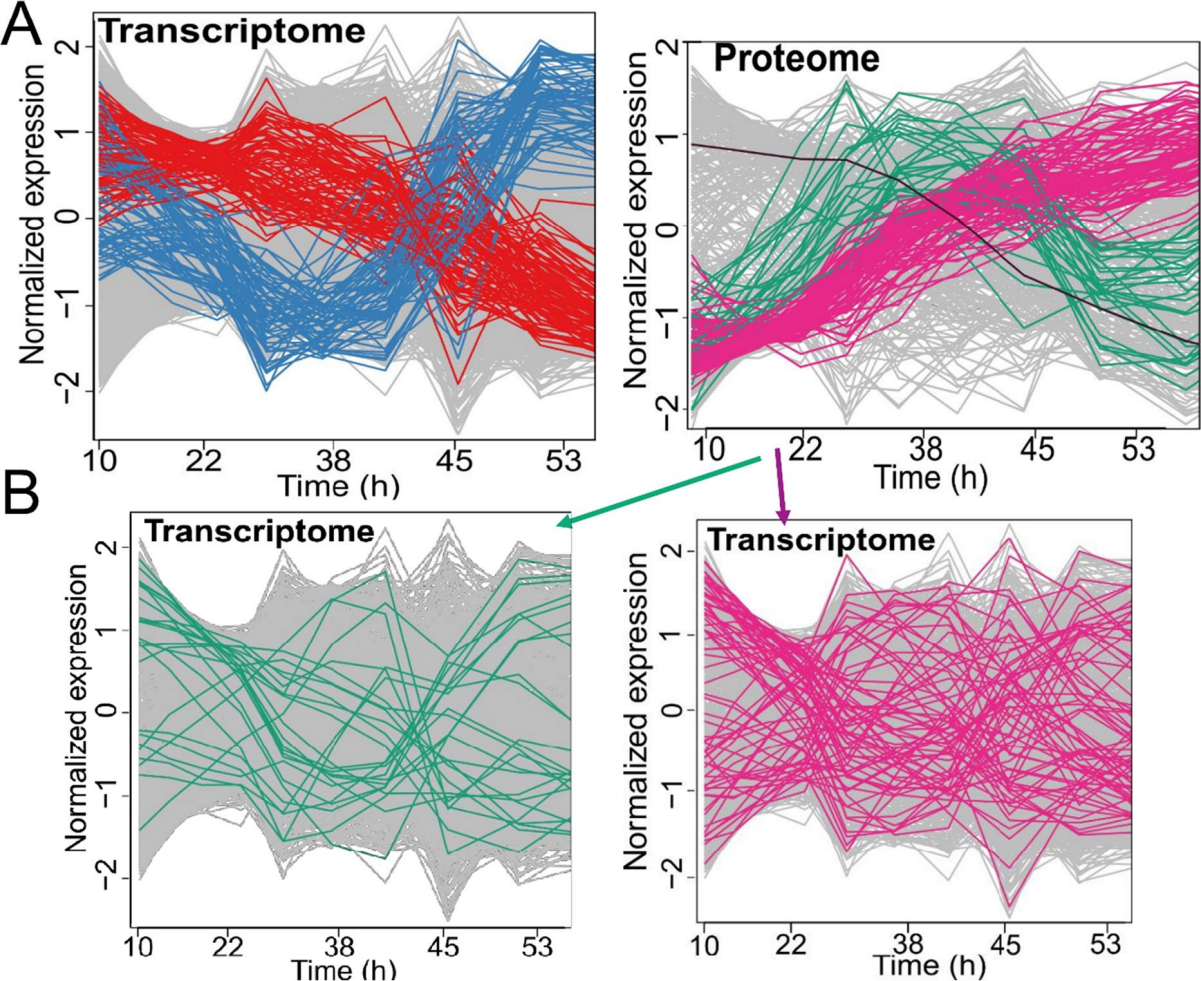
Age-dependent changes of essential gene abundances in yeast at mRNA and protein level. **A** Two major clusters for age-dependent changes of essential genes at mRNA (left) and protein (right) level. Single black line at the protein panel is an example of one those 42 proteins that were found to have significant age-dependent decline. **B** The lower left panel shows the mRNA expression patterns of proteins (upper right) from the green cluster, and the lower right panel shows the mRNA expression patterns of proteins from the pink cluster, suggesting uncoupling level between the mRNA and protein abundances of essential genes

### Increased expression of essential genes increases RLS

In order to study the effect of essential gene overexpression on RLS, we utilized the recently developed unique Molecular Barcoded Yeast Open Reading Frame (MoBY-ORF-1) expression library [21, 22]. The MoBY-ORF 1 library was created by cloning each gene, controlled by its native promoter and terminator, into a low copy centromeric (*CEN*) vector. This vector carries a URA3 selectable marker along with two unique 20 bp long oligonucleotide barcodes (UPTAG and DNTAG) that can be amplified with universal primers, enabling cells carrying a specific ORF to be quantitatively detected by a single PCR reaction. The p5472-*CEN* plasmid persists in yeast cells with 1–3 copies per haploid genome and a centromeric sequence on this plasmid enables stable plasmid maintenance and correct plasmid distribution during cell division [33]. Overall, the MoBY-ORF1 library contains 993 individual glycerol stocks of bacterial strains in 96-well plates (total 13 or essential gene clones), carrying uniquely barcoded essential ORFs on low copy yeast expression plasmids, representing ~ 90% of the essential ORFs, as annotated in the *Saccharomyces* Genome Database [34]. We constructed a collection of 993 yeast strains each overexpressing a single essential gene by purification of plasmids from the individual MoBY-ORF1 library *E. coli* strains and individual transformation into the *S. cerevisiae* wild type BY4741 (WT) background (see “Materials and methods”). An empty vector plasmid was transformed into BY4741 and serves as the control strain for all RLS experiments.

We randomly selected a single plate containing subset of (Table S2) essential gene overexpressing strains (92 strains) for initial RLS analysis. After genotype verification of each MOBY-ORF1 clone, we first analyzed the effect of increased gene dosage on growth. Our analysis revealed that many of the strains had similar growth to the WT control cells harboring empty-vector (Fig. 3A). Only five strains showed severely affected growth from low copy essential gene overexpression, corresponding to the genes *PRP28*, *MED17*, *UTP4*, *RAD3*, and *BFR2* (Fig. 3A).

**Fig. 3:**
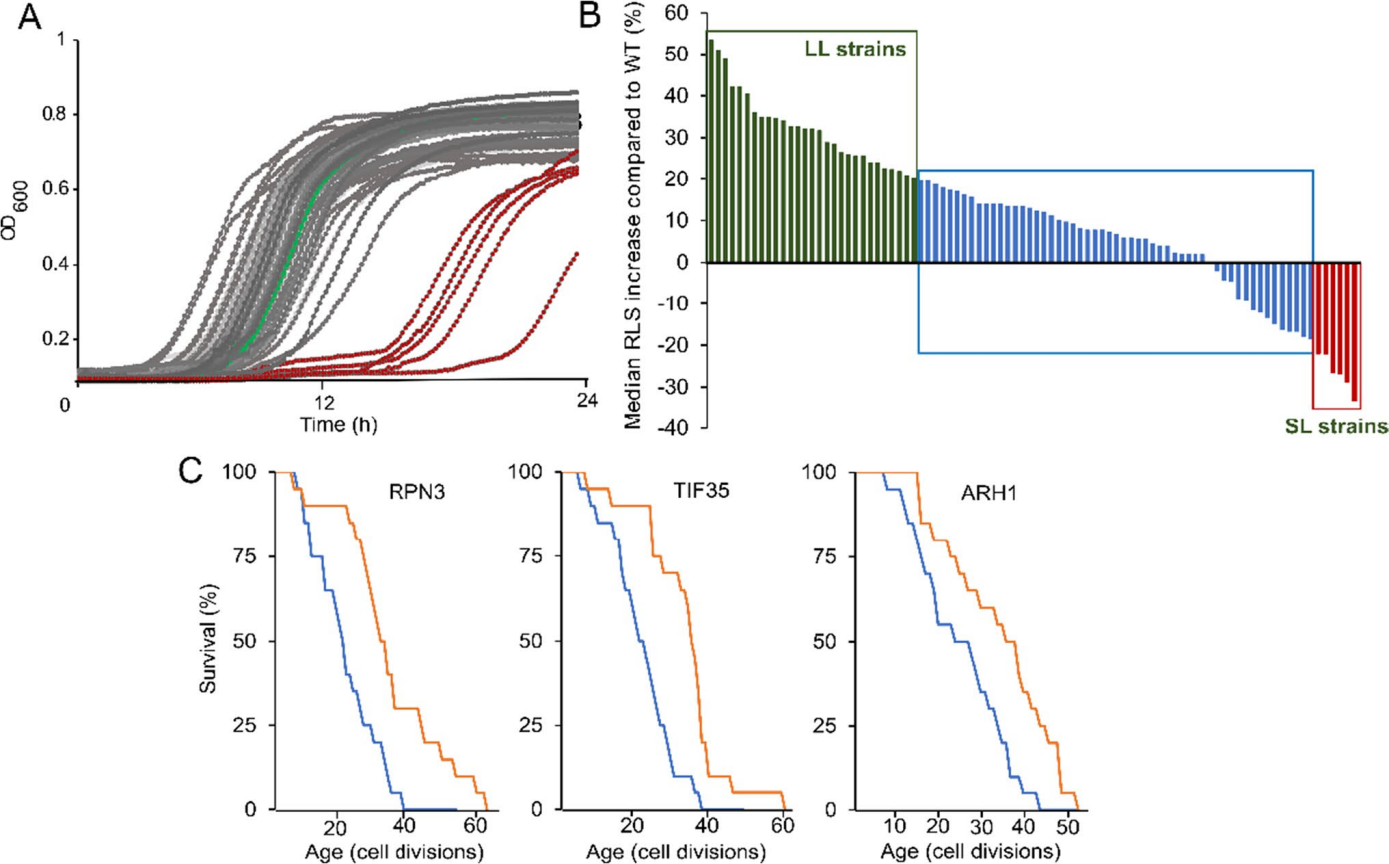
Growth and median RLS change across the strains tested in the pilot RLS analysis. **A** Green curve represents the WT control, and gray curves represent the strains harboring essential gene expression constructs. The five strains with decreased growth rate (*PRP28*, *MED17*, *UTP4*, *RAD3*, and *BFR2*) are indicated with red curves. Each line represents mean of three measurement. **B** Median RLS changes in comparison to the WT control cell were plotted for 92 strains. Green lines represent long lifespan strains (LL) that increased the median RLS more than 20%, as blue bars indicate ambiguous strains with no significant median RLS changes. Red bars represent short lifespan strains (SL) that decreased the median RLS by at least 20%. **C** RLS analysis for three LL strains after plasmid loss. Blue lines indicate mortality curves for the strains after losing plasmids, and orange lines indicate mortality curves with increased gene dosage through overexpression with plasmid, which extend RLS significantly (*p* ≤ 0.05)

Initial RLS analysis with 20 individual mother cells for each strain revealed that ~ 32% of the strains (29/92) showed a greater than 20% increase in median RLS, while ~ 7% of the strains (6/92) showed greater than 20% decrease in median RLS, compared to matched control cells (Fig. 3B; Table S2). Statistical analysis of observed lifespan differences (Wilcoxon Rank Sum Test) revealed that 26 out of 29 strains long-lived strains significantly extended median RLS (*p* ≤ 0.05) in comparison to their WT control. We further repeated RLS of these long-lived strains with additional 20 to 60 mother cells and confirmed the significant (*p* ≤ 0.05) extension of median RLS for 24 of them. Finally, after applying multiple testing correction (Benjamini–Hochberg procedure) to the observed *p*-values, we found that 19 strains (21%) significantly extended median RLS (adj. *p* ≤ 0.05) (Table S2). To further confirm that the observed longevity phenotype is directly related to increased expression of the essential gene, we treated three of the long-living strains with 5-FOA to induce plasmid loss (see “Materials and methods”). After verification of plasmid loss in these strains (*RPN3*, *ARH1*, *TIF35*), we repeated the RLS experiment and found that lifespan for each of these strains was reverted back to the wild type (WT) control, confirming the increased essential gene dosage was the cause of the observed longevity phenotype (Fig. 3C).

### RNA-seq of five essential gene overexpression strains reveals both distinct and overlapping transcriptional signatures of longevity

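RNA was sequenced from 10 yeast cultures, 2 independent cultures of each of 5 strains. The overexpression strains carried LSM5, TIF35, UTP6 or PRP22 with its native promoter and terminator on a low-copy plasmid and are named LSM5-OE, TIF35-OE, UTP6-OE and PRP22-OE. They were compared with the wild-type (WT) control. Cultures were collected at an OD600 of 0.4 on medium without uracil, which selects for the plasmid. The authors aligned 150 bp paired-end reads to the S288c genome with HISAT2, counted them per gene with featureCounts, and deposited FPKM, the number of fragments scaled to length and to library size. Both deposited tables, including the one described as raw reads, held the same FPKM value in all 58240 cells, so these tables gave no read counts to test. The spacing of low FPKM values gave an estimate of the depth, which lay between 13418548 and 17333446 fragments per library. It also gave an effective fragment length of 308 to 313 bases in 7 of the libraries and of 281 to 283 bases in the first TIF35-OE, the first UTP6-OE and the second PRP22-OE culture. Differential expression was tested with limma on log2(FPKM + 0.5) over the 5768 features with a mean of at least 1 FPKM. All 10 libraries were fitted together, which left 5 residual degrees of freedom, and p-values were two-sided and adjusted by the Benjamini-Hochberg method.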

To gain insight into the signatures of essential-gene mediated lifespan extension at the transcript level, we performed RNA-Seq analysis on four of the identified long-lived strains (Fig. 4A). These selected strains overexpressed proteins, all functioning in RNA metabolism: *LSM5* (part of Lsm1p complex involved in mRNA decay, human homolog *LSM5*), *TIF35* (subunit of the core complex of eIF3, human homolog *EIF3G*), *UTP6* (component of the processome, containing the U3 snoRNA that is involved in processing of pre-18S rRNA, human homolog *UTP6*), or *PRP22* (DEAH-box RNA-dependent ATPase/ATP-dependent RNA helicase, human homolog *DHX8*), respectively. 

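In the S288c annotation, LSM5 (YER146W) lies on chromosome V from 462585 to 462866 and is 282 bases long, shorter than the fragments of most of the libraries. PRP22 (YER013W) lies on the same chromosome from 178841 to 182278 and is 3438 bases long. TIF35 (YDR429C) lies on chromosome IV from 1324477 to 1325301 and is 825 bases long, and UTP6 (YDR449C) lies on that chromosome from 1357580 to 1358902 and is 1323 bases long.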

By selecting these five essential genes, we also aim to understand whether the long-lived strains overexpressing essential genes from the same functional categories extend lifespan by the same mechanism or not, In the case of the transcriptome, we obtained ≥ 5 million 150 bp paired-end RNA-seq reads for each strain. 

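The deposited FPKM values covered 5824 features, of which 5775 matched the reference annotation. A value above 0 was listed in every library for 5663 features, and 161 features were listed at 0 in at least one library. The values of 18 features repeated those of another feature in all 10 libraries.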

After filtering and quality control, the dataset contained RNA-seq reads for 5730 genes identified commonly across all isolates (Table S3).

**Fig. 4:**
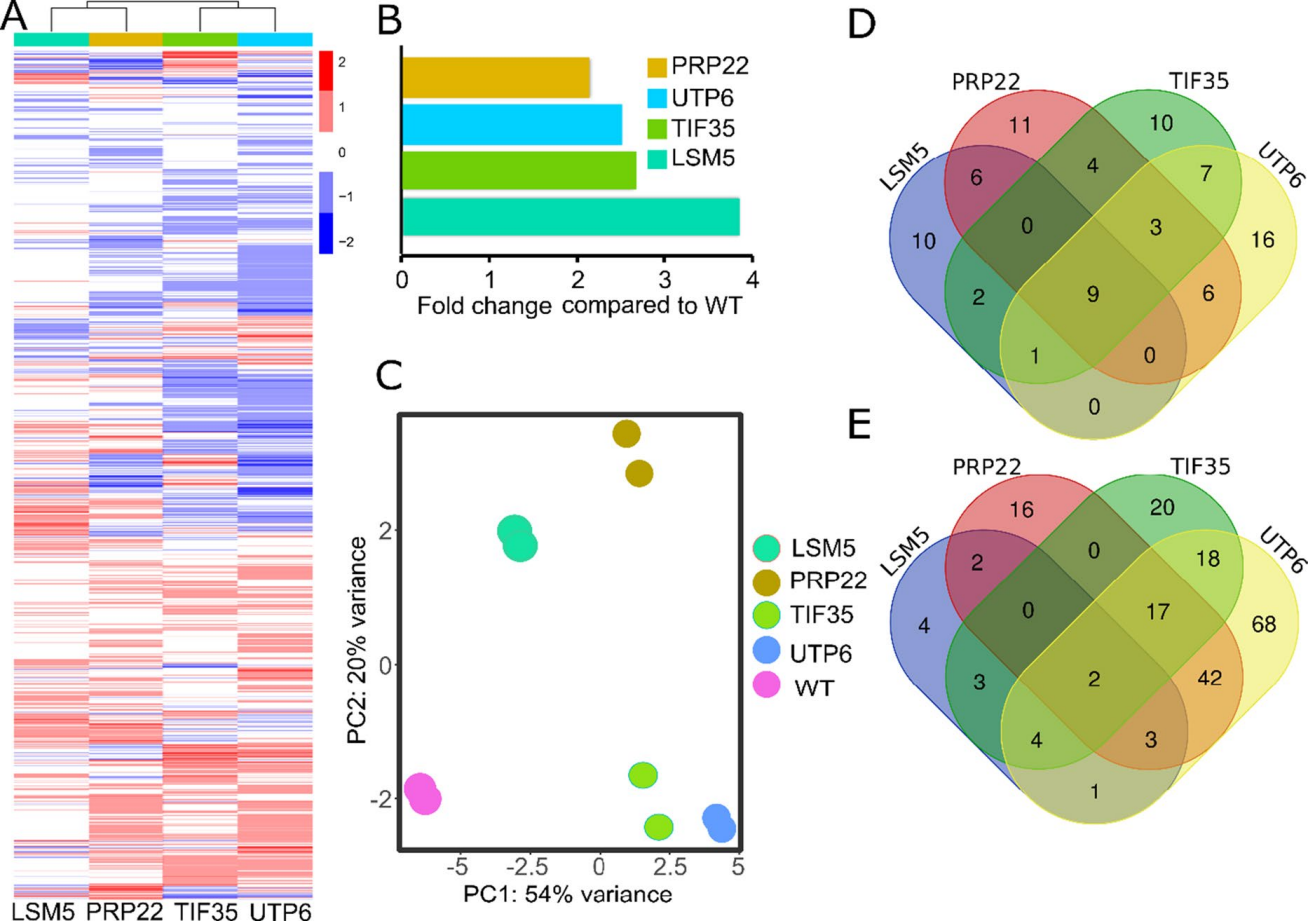
Gene expression profiles across the subset of long-lived strains: **A** Heat map on the left panel shows genome-wide transcriptional changes of 5807 genes (log2 fold) in strains with increased dosage of *LSM5*, *PRP22*, *TIF35*, and *UTP6* compared to the WT control. For each strain, an average of two biological replicates represented. Red bins indicate increased, and blue bins indicate decreased mRNA expression for the genes. Spearman correlation matrix of aggregated gene expression profiles across strains was used for clustering (top panel on the heatmap). **B** mRNA level of corresponding genes overexpressed under their own promoter and terminators. **C** PCA representing variances across the strains based on the transcriptional changes. Venn diagram shows the number of genes that are commonly **D** upregulated and **E** downregulated across these strains

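Across the tested genes, the Spearman correlation between the log2 fold changes of a pair of strains was lowest for LSM5-OE and UTP6-OE (0.52) and highest for TIF35-OE and UTP6-OE (0.757). UTP6-OE and PRP22-OE had a correlation of 0.705, and TIF35-OE and PRP22-OE of 0.648. Those of LSM5-OE with PRP22-OE and TIF35-OE were 0.682 and 0.63. All 4 strains were compared with the same 2 WT cultures. With single cultures, a separate WT culture for each strain of a pair, and features of at least 400 bases, they lay between 0.375 and 0.649. These correlations are across genes, and genes are not independent replicates.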

First, in order to determine how much each strain increased expression level, we quantified the increase in expression for each essential gene, based on their mRNA level. 

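In LSM5-OE, LSM5 had a level of 1160.3 ± 418 FPKM (SD, n = 2 cultures), against 290.3 ± 31.2 (SD, n = 2) in WT, and the ratio of the means was 4.00. Its log2 fold change was 1.95 (standard error 0.31, adjusted p = 0.0113 from limma). The cultures differed widely, with 864.9 FPKM in the first and 1455.7 in the second, and with each culture left out in turn the log2 fold change ranged from 1.58 to 2.33. When only the libraries of LSM5-OE and WT were fitted, the adjusted p was 0.0842, and over all alternatives it ranged from 0.0051 to 0.0842. TIF35 rose from 831.1 ± 3.47 FPKM in WT to 2152.1 ± 43.7 in TIF35-OE, a ratio of 2.59 and a log2 fold change of 1.37 (standard error 0.05, adjusted p = 1.05e-05). UTP6 rose from 83.2 ± 3.8 to 208 ± 5.64 FPKM in UTP6-OE, a ratio of 2.5 and a log2 fold change of 1.32 (standard error 0.11, adjusted p = 9.86e-05). For PRP22 the level was 20.4 ± 0.62 FPKM in WT and 43.9 ± 0.84 in PRP22-OE, a ratio of 2.15 and a log2 fold change of 1.08 (standard error 0.09, adjusted p = 0.00016). In each case both cultures of the overexpression strain lay above both WT cultures.

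**Figure D1:**
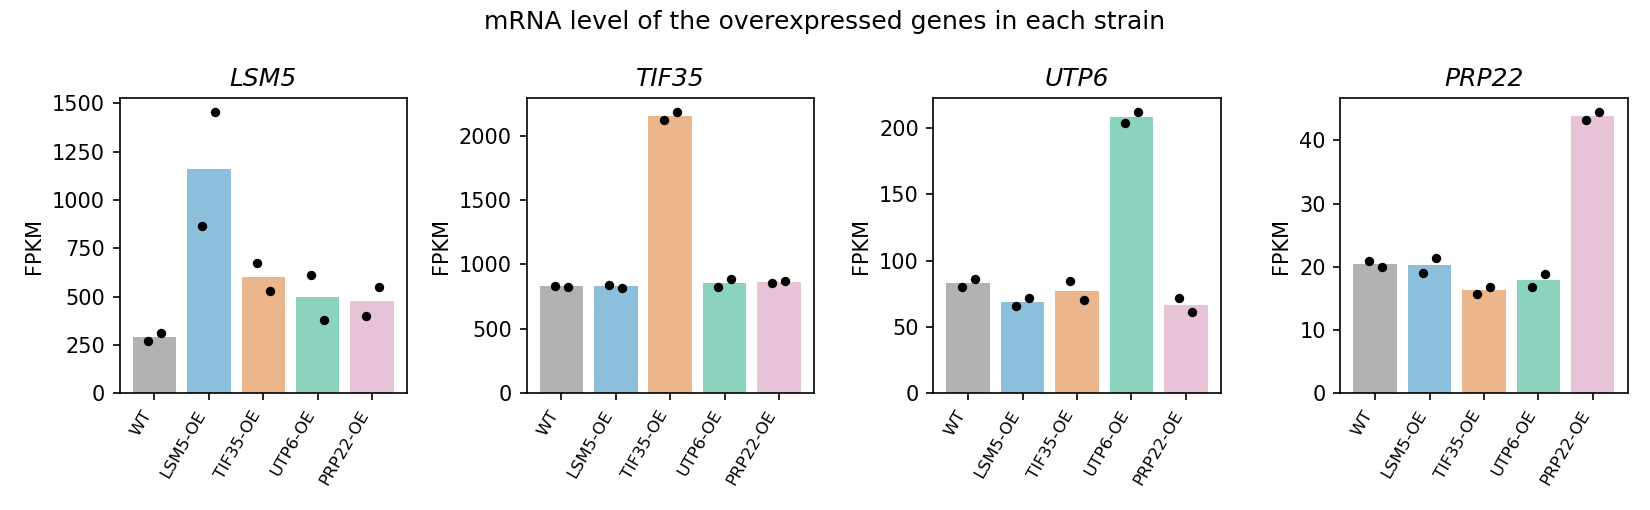
FPKM of LSM5, TIF35, UTP6 and PRP22 in each strain. Bars are means of 2 cultures and points are the cultures. Each gene was highest in its own strain, at 1160.3, 2152.1, 208 and 43.9 FPKM.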

We found that overexpression of these genes using their native promoter and a low copy plasmid caused 2.15 to 3.85-fold increase in mRNA levels (Fig. 4B).

Next, we analyzed genome-wide transcriptional changes of these strains by comparing them to the WT and generated expression heat maps (Fig. 4A). 

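Of the tested features, 5245 were at least 400 bases long and 47 had no length in the annotation. Among features tested, a value of exactly 0 in some library was found for 89 features under 400 bases and for 11 of at least 400 bases.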

After filtering and quality control, our dataset contained RNA-seq reads for 5807 transcripts across the five long-lived strains (Table S3). 

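In LSM5-OE, 441 genes had an adjusted p of at most 0.05 against WT, and 61.5% of them were higher than in WT. That share was 50.5% with voom on the estimated fragments, chosen after seeing the data, and 81.8% with only the WT and LSM5-OE libraries. Culture number as a replicate block gave 326 genes. Limma voom precision weights, which took the FPKM as if they were counts and scaled each library to its total, gave 207. The alternative that moved the count most was the fit of only the WT and LSM5-OE libraries, which gave 66 genes. The largest computed rise was that of YHR007C-A, which was listed at 0 in both WT cultures and at 36.8 and 57.1 FPKM in LSM5-OE (adjusted p = 0.0456), followed by YOR186W with a log2 fold change of 2.59 (adjusted p = 0.0354) and NBL1 with 2.52 (adjusted p = 0.00726). YHR007C-A and NBL1 are 216 and 222 bases long, under the fragment length. Among the largest computed falls, MIN7, which is 204 bases long, was listed at 0 in both LSM5-OE cultures (adjusted p = 0.0389), YLR046C had a log2 fold change of -1.12 and YOL014W of -0.87. For a feature under the fragment length, a listed 0 does not show that the gene was not expressed. The call of YHR007C-A was lost with a pseudocount of 0.1 (adjusted p = 0.0705), a mean of at least 5 FPKM (0.0510), voom weights (0.170) and the replicate block (0.0553). That of MIN7 was lost with voom weights (0.319) and the block (0.0625), and that of YOR186W in the fit of only WT and LSM5-OE (0.167).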

Overexpression of *LSM5* caused the lowest number of transcript alterations, significantly changing 126 transcripts. *UTP6* overexpression caused the highest number of transcript alterations, changing 274 transcripts, compared to the WT control (adj. *p* ≤ 0.05) (Table S3).

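In UTP6-OE, 1678 genes had an adjusted p of at most 0.05, in TIF35-OE 1748 and in PRP22-OE 1114. With culture number as a replicate block the counts were 1574, 1620 and 1002, and with voom precision weights they were 1111, 948 and 725. The share of these genes that were higher than in WT was 34.2% in UTP6-OE, 31.8% in TIF35-OE and 36.7% in PRP22-OE, but it depended on the scaling between libraries. After rescaling by the median of ratios it was 54.4%, 57.1% and 54.1%. The largest fall in UTP6-OE with a value above 0 in every culture was that of ZPS1, from 827.3 ± 17.5 FPKM in WT to 30.1 ± 0.15 (SD, n = 2), a log2 fold change of -4.76 (standard error 0.06, adjusted p = 1.75e-08). ZPS1 fell to 33.9 ± 2.62 FPKM in TIF35-OE and rose in LSM5-OE and PRP22-OE, with log2 fold changes of 1.64 and 0.63. FAR3 fell from 50.6 ± 2.23 FPKM in WT to 2.7 ± 0.86 in UTP6-OE, and its neighbours STB2 and YMR050C also fell in this strain, by 0.87 and 0.88 on the log2 scale. YMR050C is a retrotransposon feature, and the median log2 fold change of the 50 such features in this strain was -0.91. HSP12 rose in UTP6-OE with a log2 fold change of 2.11, HXT4 in TIF35-OE with 1.81 and RCK1 in PRP22-OE with 2.04.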

To further understand similarities in gene expression variation across these strains, we performed a principal component analysis (PCA), based on normalized read counts for each strain. We found that overexpression of *UTP6*, *TIF35*, and *PRP22* clustered together (PC1), suggesting similar transcriptional changes (Fig. 4C). 

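In a principal component analysis of all tested features, PC1 held 29.7% of the variance and PC2 14.5%. On PC1, 3 libraries lay apart: the first UTP6-OE culture at 27.2, the first TIF35-OE culture at 24.6 and the second PRP22-OE culture at 19.0. The other culture of each of these strains lay at 0.46, -3.46 and -10.58, between the 3 libraries and those of LSM5-OE (-13.74 and -11.23) and WT (-16.63 and -15.68). The 3 libraries are those with the shorter fragments. RPS30A and RPS30B, both 192 bases long, were listed at 0 in the other 7 libraries and between 11285.1 and 20056.6 FPKM in these, and the 5 features with most weight held 51.7% of the PC1 loading. Among features of at least 400 bases, an alternative chosen after seeing the data, PC1 held 44.3% of the variance. The cultures then lay at 12.73 and 12.77 for UTP6-OE, 7.11 and 5.27 for TIF35-OE, 2.32 and 3.45 for PRP22-OE, -7.13 and -7.77 for LSM5-OE, and -14.57 and -14.19 for WT.

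**Figure D2:**
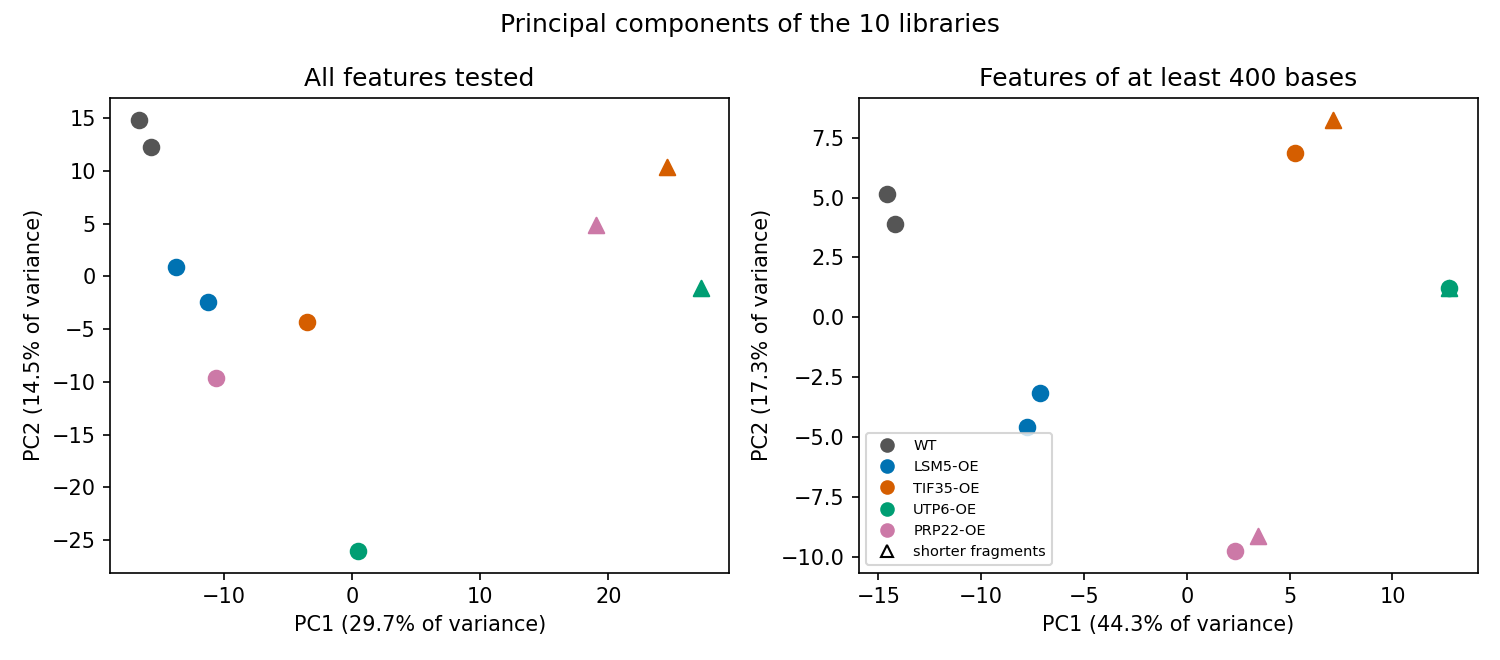
PC1 and PC2 of the 10 libraries over all tested features (left) and over features of at least 400 bases (right). Each point is a culture, colours are strains and triangles are the 3 libraries with fragments of 281 to 283 bases, which lie apart on the left and beside the other culture of their strain on the right.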

We then searched for genes commonly upregulated or downregulated across these strains. Overexpression of *UTP6*, *TIF35*, and *PRP22* induced statistically significant overlap (fisher exact test, *p* ≤ 0.05) in genes showing significantly altered mRNA expression (log2-fold change ≥ 1, adj. *p* ≤ 0.05) (Fig. 5D, E; Table S3). 

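With an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size, 54 genes were lower in both UTP6-OE and PRP22-OE, where 1.53 would be shared by chance (one-sided Fisher's exact test over the tested genes, adjusted p = 1.42e-81). TIF35-OE and UTP6-OE shared 34 lower genes (1.19 by chance, adjusted p = 1.24e-44), and TIF35-OE and PRP22-OE shared 18 (0.54 by chance, adjusted p = 5.36e-24). The numbers of shared higher genes in these pairs were 16, 17 and 15, with between 0.15 and 0.19 by chance. All 12 comparisons of lists, those with LSM5-OE included, had an adjusted p of at most 0.048. The list of lower genes in LSM5-OE held only 2, YLR046C and MIN7, so its 3 comparisons carry little weight. Those with UTP6-OE and PRP22-OE rested on 1 shared gene, YLR046C. That with TIF35-OE rested on both, and MIN7 is under the fragment length. In UTP6-OE, TIF35-OE and PRP22-OE together, 12 genes were higher and 17 lower. Rescaling by the median of ratios gave 14 and 10. Of the 12 higher genes, 10 were also higher in LSM5-OE: GPH1, GSY1, HXK1, HXT4, HXT6, HXT7, NBL1, PGM2, USV1 and YJR115W. Their log2 fold changes ranged from 1.02 for YJR115W to 2.52 for NBL1. The number higher in all 4 strains was 8 with only the libraries of the strains compared, and 11 after rescaling. In the former, YJR115W lost its call in LSM5-OE (adjusted p = 0.114 from limma) and NBL1 in UTP6-OE (0.0732). With voom precision weights YJR115W also lost it in LSM5-OE (0.0678). GSY1 had a level of 53.8 ± 0.75 FPKM in WT and of 114.7 ± 0.58 in UTP6-OE, 141.7 ± 9.24 in TIF35-OE, 192.7 ± 3.00 in PRP22-OE and 144.6 ± 2.38 in LSM5-OE (SD, n = 2 each). YLR046C was lower in all 4 strains, with log2 fold changes between -1.96 in UTP6-OE and -1.12 in LSM5-OE. All lists rest on the same 2 WT cultures.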

Gene ontology enrichment analysis revealed a significantly enriched set of 6 downregulated genes involved in RNA-mediated transposition (adj. *p* = 0.0002).

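Ty retrotransposon features made up 50 of the tested features and 5 of the 17 genes lower in UTP6-OE, TIF35-OE and PRP22-OE, where 0.15 would be found by chance (one-sided Fisher's exact test, p = 2.28e-07). The 5 were YBR012W-B, YDR098C-B, YDR210C-D, YML045W and YNL284C-B, with lengths of 5269 to 5272 bases. YNL284C-B on chromosome XIV, from 96964 to 102232, had a level of 86.2 ± 0.85 FPKM in WT, 29.4 ± 0.45 in UTP6-OE, 35.8 ± 1.15 in TIF35-OE and 34.6 ± 1.60 in PRP22-OE (SD, n = 2 each). With FPKM rescaled by the median of ratios, 3 of these features were in the list. Over all 50 features the median log2 fold change was -0.91 in UTP6-OE, -0.92 in TIF35-OE, -0.72 in PRP22-OE and -0.47 in LSM5-OE, and after rescaling it was -0.84, -0.83, -0.67 and -0.46. The features called lower numbered 39, 41, 34 and 27, and none was called higher. Reads from near-identical copies cannot be assigned to a copy with certainty. The Fisher's exact test takes the features as independent, which such copies are not, so its p overstates the evidence. Summed over the 50 features, the 2 WT cultures had 4064.8 and 4059.5 FPKM, and every culture of the 4 overexpression strains had at most 3160.1.

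**Figure D3:**
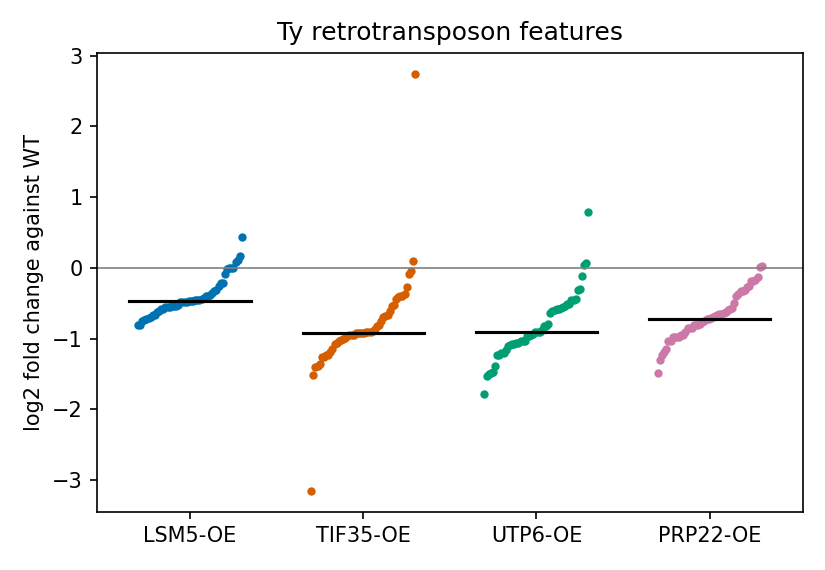
Log2 fold change against WT of each of the 50 Ty retrotransposon features in each strain, sorted within the strain. Points are features and lines are medians, at -0.47 in LSM5-OE, -0.92 in TIF35-OE, -0.91 in UTP6-OE and -0.72 in PRP22-OE.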

**Fig. 5:**
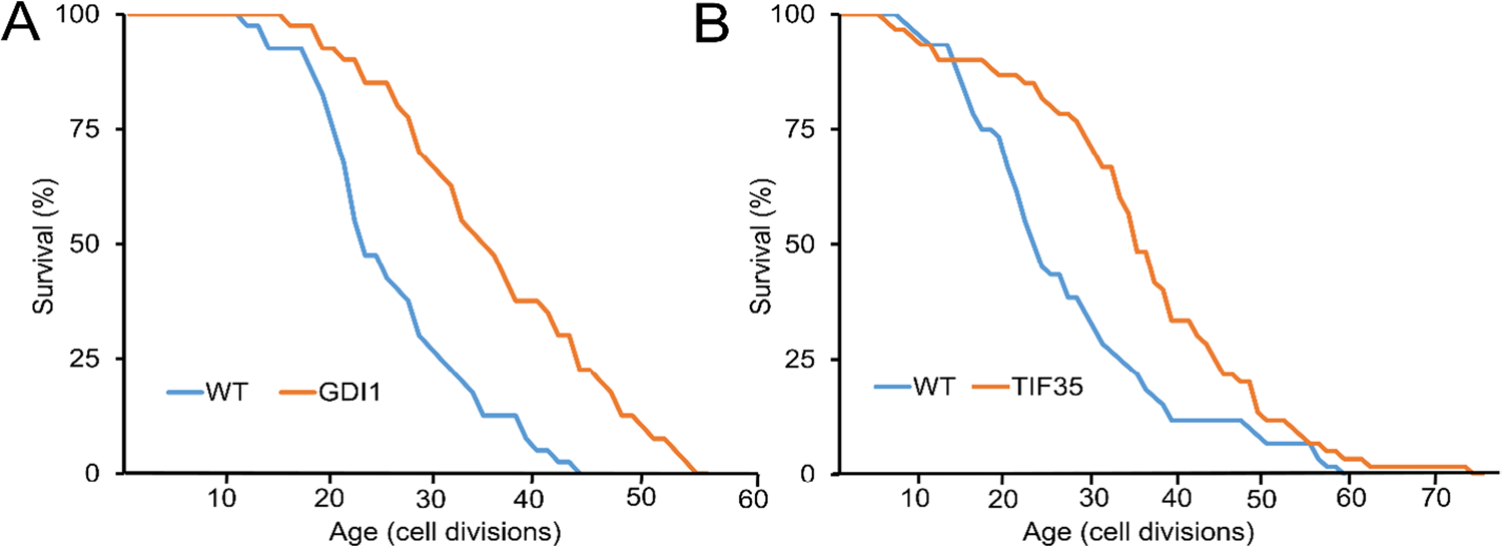
The increased dosage effect of GDI1 and TIF35 on RLS: Increased gene dosage of **A** GDI1 and **B** TIF35 significantly (*p* ≤ 0.05) extends median RLS. Red line represents overexpression lines, and the gray line represents WT control harboring an empty vector backbone. Number of mother cells analyzed for each group along with p values can be found in Table S1

Overall, our RNA-seq data indicates even a twofold increase in mRNA level of essential genes is sufficient to initiate changes in cellular processes by rewiring genome-wide transcriptional patterns. In addition, our data suggests that overexpressing essential genes from the same functional categories might extend lifespan by the same mechanism. Such changes are a rich, untapped source for understanding genetic mechanisms of longevity determination.

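With an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size, 94 genes differed from WT in PRP22-OE, the strain whose own gene rose least, 175 in UTP6-OE, 76 in TIF35-OE and 24 in LSM5-OE, the strain whose own gene rose most. The lower genes among these numbered 63, 140, 49 and 2.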

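At an adjusted p of at most 0.05 with any fold change, 231 genes were higher and 384 lower in UTP6-OE, TIF35-OE and PRP22-OE together, and 157 were higher and 96 lower in all 4 strains. These shared counts were not computed after rescaling by the median of ratios. That rescaling moved the higher share of called genes from 34.2%, 31.8% and 36.7% to 54.4%, 57.1% and 54.1% in UTP6-OE, TIF35-OE and PRP22-OE. The balance of shared higher and lower genes may therefore depend on the scaling. The paper proposes from its data that essential genes of one functional category, when overexpressed, might act on lifespan through a common mechanism.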

## Discussion

This study addresses a question that has been relatively unstudied in experimental aging research: What is the role of conserved essential genes in the aging process? From an initial analysis of 92 strains each overexpressing a single essential gene in yeast, we observed a surprisingly high frequency of lifespan extension in 23 cases. The genes we identified have diverse functions. These data suggest that conserved essential genes may play a heretofore unappreciated central role in longevity determination. If orthologs of these genes similarly regulate longevity in multicellular eukaryotes, this will have a profound impact on the field from both a theoretical and practical perspective, potentially creating a new paradigm for how we think about conserved genetic control of longevity, in terms of the roles of essential genes.

Although systematic gene knockdown of essential genes has been studied in *C. elegans* [5, 7], there have been no large-scale efforts to explore the effects of essential gene overexpression in the context of aging biology in any organism. The prior emphasis on decreased gene function [6, 35–42] has likely led to a bias in the field toward studying genes and pathways whose normal function promotes aging and limits lifespan.

The increased RLS observed in 25% (*p* ≤ 0.05, based on non adj. *p* value for direct comparison of yeast KO library screen [36]) of the yeast strains examined here is striking in comparison to prior studies of gene knockdown/deletion in both yeast and worms. In the previous RNAi screen of ~ 2700 essential worm genes, lifespan extension was observed ~ 2.4% (64 genes) of the time [7]. In a genome-wide screen of non-essential gene deletions for yeast RLS, significant lifespan extension was observed ~ 3.4% of the time [36]. Thus, conserved essential gene overexpression may increase lifespan much more frequently than gene knockdown/deletion.

It remains to be determined whether overexpression of orthologs of the genes identified here will increase lifespan in other organisms. Prior work has indicated that genetic control of longevity is significantly conserved between yeast and worms [8, 9], but these studies have been restricted to RNAi/deletion analyses. It will be of considerable interest to determine whether overexpression of orthologs to the genes identified here can increase lifespan in *C. elegans*. Given that we have only analyzed less than 10% of the conserved essential yeast genes and have already identified more than 20 novel longevity factors in yeast, we predict that a comprehensive analysis of conserved essential gene overexpression in yeast followed by ortholog testing in worms could yield several novel conserved longevity factors, most if which also have mammalian orthologs.

Among the long-lived strains we identified are two proteasome related genes, four genes involved in mRNA surveillance, five vesicle trafficking and secretory pathway genes, two post translation modification genes, and three genes involved in DNA repair. There are also individual genes which play a role in diverse cellular processes such as oxidative stress resistance, chromatin structure remodeling complex, and iron-sulfur (Fe-S) cluster biogenesis (Table S2).

Our analysis revealed several exceptionally long-lived strains, whose RLS exceeded most of the long-lived gene deletions identified from more than 4500 strains analyzed [36]. In particular two genes, *GDI1* and *TIF35* both extended median RLS by more than 50% (Fig. 5). *GDI1* (human ortholog: *GDI2*) is a GDP dissociation inhibitor involved in ER-Golgi vesicle-mediated transport [43, 44]. Another longevity gene, *TIF35*, is a subunit of the core complex of eukaryotic translation initiation factor 3 (eIF3) involved in ribosomal scanning during translation reinitiation [45]. This is among the largest effect sizes ever reported for year RLS, comparable to the very long-lived *Δhxk2 Δfob1* double mutant and *Δhxk2 Δsir2 Δfob1* triple mutant cells, known to act on both the genetically-distinct SIR2/rDNA and CR pathways [46]. ER-Golgi vesicle-mediated transport plays a role in pre mRNA/protein quality control and autophagy, a recycling mechanism that has been associated with lifespan regulation in different organisms [44, 47–49]. Identification of several genes from these pathways (*TRS31*, *TRS35 SEC20*, *SEC26*, *RPN3*, *PRE1*, *PUP3*) in our RLS screen further supports the role autophagy and proteasome function in lifespan regulation. In addition, expression of four small nucleolar RNA (snoRNA) genes (*UTP6*, *UTP7*, *SYF1*) also increased median RLS up to 34% and maximum RLS up to 69% (Table S2). These essential genes are involved in chemical modifications of other RNAs, mainly ribosomal RNAs, transfer RNAs, and other small nuclear RNAs [50, 51]. This data suggests that mRNA translational fidelity and post-transcriptional mRNA modification machinery, a process which also directly influences the proteostasis capacity of a cell, might be also associated with increased lifespan in those long living strains as it was suggested previously [52, 53]. Overall, these data highlight known and unknown potential new regulatory pathways associated with the function of essential genes in the regulation of aging.

Essential genes tend to have a higher mRNA level and encode highly abundant proteins that engage in more protein*–*protein interactions [2–4, 54]. Consistent with our data, it has been shown that abundance of most of the essential genes do not show significant age-dependent changes at both the transcript and the protein level [32]. However, gradual decay or loss of interactions to essential proteins in the protein–protein interaction networks as a function of aging in yeast has been previously reported [32]. It should also be noted that many of the known longevity genes are involved in the protein–protein interaction complexes, in which hubs tend to correspond to essential genes [3, 32, 55, 56]. Essential proteins are known to have long half-lives [57]. It is possible that essential long-lived proteins may maintain their abundances in old cells even though their translation levels decline. However, these essential genes probably have age-associated functional impairments because of accumulated damages, (e.g., protein oxidation, carbonylation, translational errors) [58]. Our approach of mild increases of their abundances via overexpression might replace those damaged essential proteins with functional ones and restore those protein–protein interaction complexes late in life. Such stochastic changes in transcript level of essential genes late in life might regulate transcript and protein level of those interacting partners and associated pathways as well.

Our RNA-seq analysis of long-lived strains each expressing an essential gene involved in RNA metabolism identified a core set of transcripts differentially expressed in these strains. Among these, a set of 6 downregulated genes involved in RNA-mediated transposition may suggest a hypothesis that increased expression of *UTP6*, *TIF35*, and *PRP22* promotes longevity in part by decreasing the activity of mobile DNA elements (transposable elements), which have been linked to the aging process in various models [59, 60]. Future studies will address this hypothesis. It should be noted, however, that our transcriptomic analyses were performed in logarithmically growing yeast cell cultures, in which the proportion of aged cells is negligible. Future studies, analyzing age-dependent changes of the transcriptional network of these strains using the aged cells, may further help to pinpoint associated pathways that impact RLS.

Overall, we believe that this study is the first ever focused on studying the systematic effects of essential genes on lifespan in budding yeast. Because overexpression of essential genes has never been studied before in yeast aging, every hit represents a newly discovered longevity gene with a conserved human ortholog. In theory, classification of the candidate lifespan regulators may represent new molecular mechanisms underlying the lifespan variation with perturbation of conserved essential gene functions, which might also lead to therapeutic targets. Further studies will yield a wealth of new information about the genetic and molecular determination of aging in yeast and will identify dozens of candidate genes for testing in high eukaryotes.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

## Data Availability

Transcriptome (RNA-sequencing) reads were deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/geo (accession no. GSE203259).

How the deposited data were processed for this re-analysis (not part of the article)

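RNA was measured in 2 cultures each of LSM5-OE, TIF35-OE, UTP6-OE, PRP22-OE and WT. Samples were assigned to strains and culture numbers from their labels. According to the methods, the authors removed adapters, aligned the reads with HISAT2, counted them with featureCounts, filtered genes with low counts with a function of edgeR and tested them with DESeq2. The values deposited by the authors are FPKM, with one column per culture, and the table described as raw reads held the same FPKM values. The program that made the FPKM is not named in the paper's text. Since the values are not counts, neither DESeq2 nor edgeR was used here.

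Values were tested with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with a mean-variance trend on log2(FPKM + 0.5), over the 5768 features with a mean of at least 1 FPKM. Each overexpression strain was compared with WT in one fit of all 10 libraries, and p-values were adjusted by the Benjamini-Hochberg method within each strain. On simulated data with 200 genes raised or lowered by 1.5 on the log2 scale, 94.5% were called, and 5.03% of the calls were unchanged genes. The simulated noise was independent between genes, with no difference in scaling or fragment length between libraries. Most calls in the data had a log2 fold change under 1 in size, so these shares do not describe them. Overlaps of gene lists were tested with one-sided Fisher's exact tests over the tested features, adjusted over the 12 comparisons. Principal components were computed on centred log2 values. Other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

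For features between 450 and 2500 bases, the FPKM were found to use an effective length, the feature length less a fragment length, so that values under 4 FPKM lie near whole multiples of a step. How features shorter than the fragment length were scaled was not determined. The number of fragments and the fragment length that best placed them on such steps were taken for each library. Between 79.2% and 97.8% of the values used lay within 0.15 of a whole number, where 30% would by chance for a step fixed beforehand. The steps were fitted to the same values, so the share to be found by chance is above 30% and was not measured. On simulated libraries the number of fragments was recovered within 0.181% and the fragment length within 1 base. These depths are estimates, and the fragments computed from them were used only in the alternative below named voom on the estimated fragments. Values of exactly 0 were more frequent among features under 400 bases than among longer ones.

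Genes were named by a rule set before the data were examined. It took the 4 overexpressed genes, the 3 largest rises and the 3 largest falls in each strain among genes past the threshold with both cultures beyond both WT cultures, the genes up or down in all 4 strains, the retrotransposon genes of the shared list, and the genes next to the overexpressed genes. Alternatives set at the same time were pseudocounts of 0.1 and 1, no filter or a mean of at least 5 FPKM, rescaling by the median of ratios, voom precision weights, fits of only the strains compared, a replicate block, repeated features counted once, shared genes with any fold change, the 500 most variable genes for principal components, and each culture left out. The voom precision weights took the FPKM as if they were counts and scaled each library to its total FPKM. Both the weights and the scaling therefore differ from the main fit, and their effects cannot be told apart. Features of at least 400 bases, fragment length as a covariate, and voom on the estimated fragments were added after seeing the data. The replicate block used the culture numbers of the labels, and it gave 326 genes in LSM5-OE against 441 without it. Differences between the first and second culture correlated between strains with r from -0.36 to 0.43, and in features of at least 400 bases from -0.24 to 0.2. With 2 cultures per strain no permutation test of the strain labels was possible at the usual threshold. Lifespan, growth and ortholog results of the paper are not covered by these files.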

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

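The test on CYM1 was chosen only after its result was seen, and those on ZPS1 and LSM5 were written down first. The 5 results below were singled out because strains moved in opposite directions, or because a gene the paper does not discuss in that strain differed from WT.

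ZPS1 differed between LSM5-OE and UTP6-OE by 6.4 on the log2 scale (adjusted p = 1.80e-09 from limma, both cultures of each strain). The levels were 2621.7 and 2539.8 FPKM in LSM5-OE, 1327.9 and 1234.5 in PRP22-OE, 839.7 and 814.9 in WT, 32.0 and 35.7 in TIF35-OE, and 30.0 and 30.2 in UTP6-OE. ZPS1 is 750 bases long and its values were alike in cultures with short and long fragments. A change in zinc supply was tested on the 8 other genes that the annotation ties to the zinc regulator Zap1p. Their median log2 fold change was 0.12 in TIF35-OE, above 96.2% of 10000 random sets of genes of like level, and -0.04 in UTP6-OE, above 42.4%, so that the median of the set did not fall with ZPS1. In UTP6-OE 3 of the 8 were called lower and 3 higher, and in TIF35-OE 2 were called lower and 2 higher. Where ZPS1 rose, the median was 0.24 in PRP22-OE, above 99.9% of the random sets, and 0.12 in LSM5-OE, above 96.1%. A zinc response limited to some of these genes may therefore remain. One of them, ZRT1, which was chosen after its values were seen, had the same directions as ZPS1, with log2 fold changes of 1.31, 1.23, -0.93 and -0.92 in LSM5-OE, PRP22-OE, TIF35-OE and UTP6-OE. A variant of the strains was not tested, and the pattern cannot be told apart from one.

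LSM5 was higher than in WT in TIF35-OE, with a log2 fold change of 1.05 (adjusted p = 0.0374). Over 10 alternatives the adjusted p ranged from 0.0226 to 0.0662. Both TIF35-OE cultures lay above both WT cultures, at 675.8 and 529.9 against 268.2 and 312.3 FPKM. The log2 fold changes in UTP6-OE and PRP22-OE were 0.74 and 0.70 (adjusted p = 0.111 and 0.158). A length effect may account for part of this: of the 120 other features within 30 bases of LSM5's length of 282, 8.3% had a mean log2 fold change over the 3 strains at least as high as the 0.83 of LSM5, although their median was -0.08. With fragment length as a covariate, the log2 fold change in TIF35-OE was 0.77 and no longer past the threshold (adjusted p = 0.0572), as with the replicate block (0.0544) and voom precision weights (0.0662). Among cultures with fragments of 308 to 313 bases only, those of TIF35-OE, UTP6-OE and PRP22-OE had 529.9, 380.5 and 399.3 FPKM, all above both WT cultures. With 1 such culture per strain this comparison was not tested, and the LSM5-OE cultures, with fragments of 311 and 309 bases, themselves differed widely, at 864.9 and 1455.7 FPKM. The rise cannot be told apart from the length effect with these data.

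PRP22 was lower in TIF35-OE, with a log2 fold change of -0.32 (adjusted p = 0.0321, both cultures below both WT cultures). Over 12 alternatives the log2 fold change ranged from -0.32 to -0.23 and the adjusted p from 0.00866 to 0.169. The call was lost after rescaling by the median of ratios (-0.23, adjusted p = 0.0615). It was also lost with fragment length as a covariate (-0.28, 0.0786) and with voom precision weights (-0.27, 0.169). The call therefore depends on scaling and on fragment length, and no other explanation was tested for this difference.

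YER145C-A, which lies on chromosome V from 462386 to 462823 and overlaps LSM5, had a log2 fold change of 1.68 in LSM5-OE (adjusted p = 0.00222, from 7.89e-05 to 0.0364 over 12 alternatives, higher in both cultures). In TIF35-OE, UTP6-OE and PRP22-OE its log2 fold changes were 0.02, 0.45 and 0.54, none past the threshold. It passed in UTP6-OE with only the libraries of the strains compared (adjusted p = 0.0343) and in features of at least 400 bases (0.0479), and in PRP22-OE in features of at least 400 bases (0.0303), so the rise was not limited to LSM5-OE in every setting. The difference between strains was not tested. YER145C-A and LSM5 lie on opposite strands, and the bases they share are part of the LSM5 gene on the plasmid. Reads of the overexpressed gene counted on both features may therefore give the rise in LSM5-OE. That was not tested, since the processed tables hold no reads.

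CYM1, which lies next to TIF35 on chromosome IV from 1325501 to 1328470, had a log2 fold change of 0.61 in TIF35-OE (adjusted p = 0.000774, from 3.37e-06 to 0.00963 over 12 alternatives, higher in both cultures). A general response to overexpression was tested by the number of other strains in which CYM1 was called higher, which was 0. The log2 fold changes in LSM5-OE, UTP6-OE and PRP22-OE were 0.09, -0.11 and 0.03, and the differences between strains were not tested. Whether the plasmid carries part of CYM1 was not tested, and the rise cannot be told apart from that.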

How the results depend on the processing

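The alternatives were set before the data were examined, except for features of at least 400 bases, fragment length as a covariate and voom on the estimated fragments, which were chosen after seeing the data. Read counts were not tested, because the processed tables used here hold FPKM. Voom on the estimated fragments, in features of at least 400 bases, gave 646 genes with an adjusted p of at most 0.05 in LSM5-OE, 2042 in TIF35-OE, 2008 in UTP6-OE and 1375 in PRP22-OE, each within a factor of 1.5 of the number reported.

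Voom precision weights moved the number of genes with an adjusted p of at most 0.05 to 207 in LSM5-OE, 948 in TIF35-OE, 1111 in UTP6-OE and 725 in PRP22-OE. With only the libraries of the strains compared, the number in LSM5-OE was 66, and the log2 fold change of LSM5 in LSM5-OE, at 1.95, was no longer past the threshold (adjusted p = 0.0842, from 0.0051 to 0.0842 over its alternatives). Rescaling by the median of ratios left 10 genes lower in UTP6-OE, TIF35-OE and PRP22-OE, of which 3 were retrotransposon genes. The fragment length covariate gave 8 retrotransposon genes. With any fold change allowed and without rescaling, 231 genes were higher and 384 lower in these strains, and 33 of the lower ones were retrotransposon genes. The causes were not tested.

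PC1 held 26.3% of the variance with a pseudocount of 0.1, 33.7% with a mean of at least 5 FPKM, 44.3% in features of at least 400 bases and 48.5% in the 500 most variable genes among these. With each culture left out in turn it ranged from 26.6% to 33.9%. The log2 fold change of the overexpressed gene ranged from 1.58 to 2.33 for LSM5, from 1.35 to 1.39 for TIF35, from 1.27 to 1.36 for UTP6 and from 1.05 to 1.11 for PRP22 across the 4 fits that each left out one culture. The widest of these ranges was that of LSM5, whose own cultures differed most. The number of genes with a log2 fold change of at least 1 in size, without a test, was 103 in LSM5-OE with all cultures and from 115 to 133 with each left out. It was 170 and from 169 to 211 in TIF35-OE, 273 and from 277 to 303 in UTP6-OE, and 191 and from 201 to 218 in PRP22-OE, so that in LSM5-OE, UTP6-OE and PRP22-OE each of these fits raised it.

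For single named genes, 1411 values were computed under the alternatives, of which 1345 kept direction and side of the threshold, 38 were weaker and 18 stronger. The direction reversed in 10, each with a log2 fold change near 0. After rescaling by the median of ratios these were TIF35 in LSM5-OE (0.0093), ADA2 in UTP6-OE (0.0606) and PRE1 in LSM5-OE (0.0031), and with voom precision weights ADA2 in UTP6-OE (0.0024). With the fragment length covariate they were YER145C-A in TIF35-OE (-0.1421), BNA7 in UTP6-OE (0.05) and RPS18A in PRP22-OE (0.0294). With voom on the estimated fragments they were ADA2 in UTP6-OE (0.0136) and RPS18A in UTP6-OE (0.0001) and in PRP22-OE (0.0409). The causes were not tested. None of the 10 was past the threshold. Of the tested features under 400 bases, 89 were listed at 0 in some library. In TIF35-OE the zero of RPS30A did not follow depth. This gene was listed at 0 in the second culture, which had the most fragments (17333446), and at 17284 FPKM in the first, which had 14248304. Whether the zeros of the 89 features as a set follow depth was not tested.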

Differences from the paper's values

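In LSM5-OE, 441 genes had an adjusted p of at most 0.05 against the paper's 126. In UTP6-OE the number was 1678 against the paper's 274. None of the 9 alternatives set before the data were examined closed either gap, with 66 to 578 genes in LSM5-OE and 1111 to 1881 in UTP6-OE. With a log2 fold change of -1 or less, 2 genes were lower in LSM5-OE against the paper's 19 in Table S3, and the 9 alternatives gave between 1 and 5. PC1 held 29.7% of the variance, against the paper's value of about 54% in Fig. 4C, read by eye. None of the alternatives set before the data were examined closed that gap, with values from 26.3% to 33.9%. Features of at least 400 bases gave 44.3% and the 500 most variable genes among them 48.5%, within the factor of 1.5 used for these comparisons, and both settings were chosen after seeing the values. In all 4 strains together, 1 gene was lower, against the paper's value of about 2 in Fig. 4E, read by eye, and none of the 10 alternatives set before the data were examined closed the gap.

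The paper ranks UTP6-OE first by the number of altered transcripts. Here TIF35-OE had the most genes with an adjusted p of at most 0.05, 1748 against 1678 in UTP6-OE. UTP6-OE came first with voom precision weights (1111 against 948) and after rescaling by the median of ratios (1881 against 1709), and also when a log2 fold change of at least 1 in size was required (175 against 76). The paper places UTP6-OE, TIF35-OE and PRP22-OE together on PC1. Over all tested features, the cultures of a strain lay up to 67.6% of the PC1 range apart, against 6.7% in features of at least 400 bases, which were chosen after seeing the values. The number of retrotransposon genes among the shared lower genes was 5. It reached the paper's 6 with a pseudocount of 0.1, with voom precision weights, and in features of at least 400 bases, which were chosen after seeing the values. It was 7 with voom on the estimated fragments and 8 with the fragment length covariate, both also chosen after seeing the data. After rescaling by the median of ratios it was 3.

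In the part of Table S3 that could be read, 628 genes were also tested here. All of the paper's calls among them were called here too: 12 in LSM5-OE, 44 in TIF35-OE, 65 in UTP6-OE and 35 in PRP22-OE, where 65, 182, 171 and 120 were called here. The paper's log2 fold changes for these genes differed from those here by a median of 0.011 to 0.041, depending on the strain. From log2 fold changes of FPKM divided by the library's total FPKM, they differed by a median of 0.0001 to 0.0003. The methods of the paper name DESeq2 on counts.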

Other observations

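The tests on PC1, on the WT cultures and on the summed retrotransposon values were chosen only after the results were seen. Those on gene sets, on matched random features and on FAR3 were written down first.

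On PC1 of all tested features, the first TIF35-OE, the first UTP6-OE and the second PRP22-OE culture lay apart. Fragment length is a candidate explanation, since these libraries had fragments of 281 to 283 bases against 308 to 313 in the others. In features of at least 400 bases, the largest gap between cultures of a strain was 6.7% of the PC1 range, against 67.6% over all tested features. Depth was tested by the number of other libraries with a depth between those of the 3, which was 4. Fragment length remains. The cause of the difference in fragment length is not given by the labels, and it was not tested. In features of at least 400 bases, the cultures of UTP6-OE, TIF35-OE and PRP22-OE with long fragments lay beside those with short ones, and the lowest of the 6 lay 9.4 above the highest of the WT and LSM5-OE cultures. Over all tested features this gap was 0.7. It was negative with a pseudocount of 0.1 (-3.0), after rescaling by the median of ratios (-0.7) and in the 500 most variable genes (-1.9). In the other settings chosen beforehand it lay between 0.6 and 1.8. In features of at least 400 bases, PC2 set PRP22-OE (-9.74 and -9.1) apart from TIF35-OE (8.25 and 6.85), with LSM5-OE at -3.16 and -4.57. There the Spearman correlation of the log2 fold changes of PRP22-OE was 0.703 with LSM5-OE, 0.667 with TIF35-OE and 0.712 with UTP6-OE. The grouping was thus one of PC1 and not of PC2 or of every correlation. It may be biological, a hypothesis found and tested on the same data, and a batch that the labels do not give was not tested.

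The 4 strains shared fold changes with each other. Noise of the shared WT cultures was tested by giving each strain of a pair its own WT culture, with single cultures and features of at least 400 bases, and the mean Spearman correlation over the pairs was then 0.52. Noise of the shared WT cultures does not account for all of the correlation, and how much it adds was not measured. A systematic difference between WT and all the other cultures would give the same result and was not tested here.

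Several genes up in all 4 strains, among them HXT4, HXT6, HXT7 and HXK1, concern glucose uptake and use. A general difference in glucose state was tested on 83 other genes whose annotation mentions low or high glucose, glucose repression or the diauxic shift. Their median log2 fold change lay above 98.4% of 10000 random sets in LSM5-OE, 81.4% in PRP22-OE, 50.6% in TIF35-OE and 0.36% in UTP6-OE. The median of the wider set thus did not rise in all strains. Since these terms do not fix a direction of change, the median cannot decide whether the glucose state differed. Of the 83 genes, 12 were called higher in LSM5-OE, 16 in TIF35-OE, 15 in UTP6-OE and 13 in PRP22-OE, against 271, 555, 574 and 409 of all 5768 tested features, and 2, 16, 22 and 16 were called lower. Genes of the set moved both ways, so a rise of part of it remains possible and was not tested.

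Retrotransposon features fell in UTP6-OE, TIF35-OE and PRP22-OE, and less in LSM5-OE, where the median log2 fold change was -0.47 with 27 features called lower and none higher. Reads split differently between near-identical copies were tested with the sum over the features, which was below both WT cultures in 6 of the 6 cultures of these strains. Feature length or level was tested with 10000 random sets matched on level in 10 classes and on length in 5 classes. Of these sets, 0% had a median as low in any of the strains. The sets took features as independent, which near-identical copies are not, so the 0% overstates the evidence. So few length classes cannot exclude an effect confined to the longest features. Within these limits, neither test accounts for the fall. A difference in the number of copies between the strains was not tested, so the fall may reflect lower transcription or fewer copies. Since all 4 strains were lower than the same 2 WT cultures, the pattern also cannot be told apart from a higher level in the WT cultures.

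FAR3 was listed at 2.09 and 3.31 FPKM in UTP6-OE against 52.1 and 49.0 in WT, a log2 fold change of -4.02 (from -4.21 to -3.82 over 12 alternatives). Loss of the region was tested on the neighbouring genes, which had log2 fold changes of -0.87 (STB2) and -0.88 (YMR050C, a retrotransposon feature). Neither reached the fall of 1 set for the test, although both were called lower (adjusted p = 0.000376 and 0.0049). The fall of YMR050C cannot be told apart from that of the 50 retrotransposon features, whose median was -0.91 in UTP6-OE, so only STB2 bears on the region. A complete loss of STB2 was not seen, and a change confined to FAR3 was not tested.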
